A study of Mus musculus with 4 samples. Its data were reported in "Systematic Analysis of Cis-Elements in Unstable mRNAs Demonstrates that CUGBP1 Is a Key Regulator of mRNA Decay in Muscle Cells" (2010).

How the data were processed

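RNA was recovered from cytoplasmic lysate of proliferating C2C12 (LKO1) cells by immunoprecipitation with a monoclonal antibody against CUGBP1 or with normal IgG as the negative control. C2C12 is a mouse myoblast line, and LKO1 is its stable derivative with an empty lentiviral vector, kept in puromycin. CUGBP1, encoded by *Celf1*, is an RNA-binding protein that recognises GU-rich sequence and recruits deadenylases. The RNA of each immunoprecipitate was labelled and hybridized to an Affymetrix Mouse Gene 1.0 ST array, with 100 ng of RNA per array. The values analysed came from 4 arrays, 2 of CUGBP1 immunoprecipitates (CUGBP1 IP) and 2 of control IgG. Arrays of the input RNA were not analysed here.

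The deposited table holds 1 linear intensity per probe set and array. The authors divided each intensity by that array's 5th percentile over its probe sets, and every array's 5th percentile in the table was 1.00. The values carry 2 decimals and none is negative. The division does not subtract that floor, and the sources used here do not say whether background was removed before it. A probe set with no transcript therefore reads about 1, and ratios of dim probe sets are compressed towards 1. The program that summarised probes into probe sets, its version and the rule by which probe sets were kept are not given in the sources used here. The division sets the floor of the arrays equal but not their bright end, so a difference in the amount of labelled RNA between arrays remains in the values.

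The table lists 25175 probe sets. A platform annotation paired 21044 of them with exactly 1 gene (19452 genes), 1492 with several genes and 2639 with none. Symbols of 20959 probe sets were updated through their gene identifiers in a RefSeq gene table of assembly GRCm38.p6, which was used for names only. Only probe sets naming 1 gene were tested, and none was named from a probe set with several genes. For 876 genes with more than 1 probe set, the one with the highest mean over the 4 arrays stands for the gene where a single value is given.

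Samples were grouped and numbered by their titles. Both groups carry replicate numbers 1 and 2. Nothing in the sources used here says that the replicates came from separate cultures or that a shared number marks a shared lysate. The p-values therefore measure only the spread between these samples, pooled over probe sets of similar intensity, and that spread may be technical. With 2 arrays per group, the number of arrays limits the precision. A fit of a single probe set has 2 residual degrees of freedom before the moderation described next.

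The study ranked transcripts by the signal-to-negative ratio, the mean of the CUGBP1 IP arrays over the mean of the control IgG arrays, took the top 5% as associated with CUGBP1, and ran no test on single transcripts. The same ratio was computed here for each probe set. In addition, log2 values were compared between groups with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend, two-sided), with Benjamini-Hochberg adjustment over the tested probe sets and a threshold of 0.05. Log2 differences are CUGBP1 IP minus control IgG and their standard errors (SE) are the moderated ones of that fit. The moderated SE followed the intensity trend, so a probe set's own replicate spread had little weight in it. *Rnd3*, for example, read 26.51 and 26.85 in the CUGBP1 IP and 1.53 and 2.38 in control IgG, with an SE of 1.16. The calls rest on this pooled spread, since limma called 0 probe sets without the trend. "Higher" and "lower" calls, and the words rose and fell, refer to adjusted p-values of limma throughout. The background range was set from the 1198 probe sets of olfactory and vomeronasal receptor genes, which as a class were assumed not to be expressed in myoblasts. A value at or below their 95th percentile on its own array counts as background. Where both IgG values were in background, the fold is given as a lower bound, against the upper end of that range.

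The set of 28 gene lists (796 names, of which 694 were measured) was written before the data were examined. Of these, the transcripts the study assayed by RT-PCR, those it followed after knockdown, EDEN-BP substrates and the CUGBP1-bound transcripts it linked to myogenesis were named by the study from these samples or the same cells. The lists of the signal recognition particle, shelterin, the endoplasmic reticulum, vesicle transport, cell cycle, apoptosis, RNA-binding proteins and RNA processing follow themes the study named from these samples. Counts and tests of those lists are therefore not independent evidence. The list of myogenic regulators holds *Myog* and *Myod1*, which the study also named from these samples. The results of 1 list, which is included in the counts over lists, are not reported here. Each list was tested over 1 probe set per gene with limma's camera (preset correlation 0.01, two-sided, Benjamini-Hochberg over the lists), again with an estimated correlation, and with fry. Membership in the top 5% was tested with Fisher's exact test (two-sided, Benjamini-Hochberg over the lists). As description, each list's median log2 difference was set among those of 10000 random lists matched on mean level in 40 bins, a measure added after the data were examined. The level is the mean log2 value over the 4 arrays, which holds part of the difference itself, so the percentile among lists matched on control IgG alone is given beside it. That one errs the other way, since a low control IgG value by chance raises the difference. With another scaling or an array left out, 2000 such lists were drawn.

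The genes named were chosen by a rule fixed before the data were examined: the 12 genes with the largest called rise and both IP arrays above both IgG arrays, the 6 with the largest fall under the mirrored condition, the transcripts the study assayed singly and *Celf1*, and from each other list up to 3 called members with the largest difference plus the brightest uncalled one. Brightest means the highest mean log2 value over the 4 arrays. Other genes are said to be chosen after their values were seen.

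The limma step was tested on simulated data of 21044 probe sets with the measured levels and spread. Of 50 probe sets changed at each size, 20% were called at 2-fold, 74% at 4-fold, 82% at 8-fold and 90% at 16-fold. No call was made in simulated data without change. Over 20 simulated tables, 173 of 2803 calls were false (6.17%). In the same simulation, camera called the shifted list, and 4 of 200 unshifted lists had an unadjusted p under 0.05. No simulation is reported with differences shared by the probe sets of an array. The control IgG arrays differed in that way, by a median log2 of 0.57 over probe sets above background on all arrays. The error rates may therefore not hold for the measured data.

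Alternatives fixed before the data were examined covered the scaling of arrays, a filter on dim probe sets, all probe sets, no intensity trend, an offset of 1 before log2, the replicate number as a block, geometric means, other set tests and each array left out in turn. Tests limited to probe sets above background, or to genes brighter than the median probe set in the list tests, were added after the data were examined, as were ratios to each control IgG array alone and the shares of probe sets in each direction by scaling. The tests of hexamers and of GU-rich density in 3′UTRs that had been planned need genome sequence and were not run. Figures were drawn with matplotlib 3.10.9.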

Results

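To see which transcripts CUGBP1 associates with in muscle cells, RNA from CUGBP1 immunoprecipitates of proliferating C2C12 (LKO1) myoblasts was compared with RNA that came down with control IgG, using 2 arrays per group. Values are intensities relative to the 5th percentile of the same array. The median probe set read 1.31 and 1.47 on the CUGBP1 IP arrays and 1.08 and 1.22 on the control IgG arrays, and the 95th percentile read 9.37 and 13.0 against 2.36 and 5.96. The brightest probe set of each array reached 403, 476, 396 and 504, in the same order. Olfactory and vomeronasal receptor probe sets, taken as background, had a 95th percentile of 1.23 and 1.29 in the CUGBP1 IP and of 1.09 and 1.16 in control IgG. By that measure 58.3% and 63.0% of the tested probe sets were above background in the CUGBP1 IP, against 39.6% and 57.2% in control IgG. Pearson's r of log2 values across probe sets, which are not independent replicates, was 0.981 between the CUGBP1 IP arrays, 0.943 between the control IgG arrays, and 0.846 to 0.926 between groups.

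Transcripts of cell division, muscle determination and membrane traffic were among those with the most signal in the CUGBP1 immunoprecipitate relative to control IgG. *Fbxo5*, an inhibitor of the anaphase-promoting complex, had a signal-to-negative ratio of 15.8, and *Myog*, a transcription factor of muscle differentiation, a ratio of 7.41. *Rnd3* had a ratio of 13.6. Some bright housekeeping transcripts had small ratios, such as 1.39 for the ribosomal protein transcript *Rps2* and 1.21 at the brighter probe set of *Hk1*, which encodes hexokinase. The dimmer probe set of *Hk1* had a ratio of 2.20 and was called higher (limma adjusted p = 0.0496). These small ratios depend on the control array. Against control IgG replicate 1 alone *Rps2* had 2.46 and *Hk1* 3.16, and against control IgG replicate 2 alone 0.967 and 0.751. Of 68 named genes, 39 had a ratio to control IgG replicate 1 over 1.5 times that to control IgG replicate 2, and all 31 called rises were above 1 against either. limma called 411 of 21044 probe sets higher in the CUGBP1 IP (395 genes) and 29 lower (28 genes) at an adjusted p under 0.05, so 93.4% of the calls were higher. With arrays scaled to the genes of other tissues, limma called 1473 higher and 612 lower, a share of 70.6%. The number of higher calls depends on such choices, with 1477 for arrays scaled to their medians and 763 for an offset of 1. A fit limited to the 7727 probe sets above background on all 4 arrays, added after the data were examined, called 270. The fit over all tested probe sets had called 185 of those 7727, and 143 were called by both. limma called 0 probe sets without CUGBP1 IP replicate 1, without CUGBP1 IP replicate 2, without control IgG replicate 1 or without control IgG replicate 2, with 3389, 1062, 1402 and 6085 at an unadjusted p under 0.05, and 0 without the intensity trend, with 4757 at an unadjusted p under 0.05. A fit with an array left out has 1 residual degree of freedom, so its 0 does not show that the differences depend on that array. Without control IgG replicate 2, 6022 probe sets were higher at an unadjusted p under 0.05, against 6009 with all arrays.

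The signal-to-negative ratio was above 1 for 19629 probe sets (93.3%), with a median of 1.22 and a range from 0.856 to 23.0. Both CUGBP1 IP arrays were above both control IgG arrays for 13955 probe sets (66.3%, where chance gives 16.7%), and both were below for 200 (0.95%). These shares depend on the scaling: the log2 difference was above 0 for 94.0% of the probe sets, but for 51.7% with arrays scaled to their medians, 45.9% with quantile normalization and 67.2% with scaling to genes of other tissues. Both CUGBP1 IP arrays were then above both control IgG arrays for 31.8%, 19.9% and 41.6%. The 95th percentile of the ratio was 2.57, and the top 5% held 1053 probe sets of 977 genes. A ratio of 3 or more was reached by 746 probe sets, and 45 reached 10 or more. Of the top 5%, 1052 had both CUGBP1 IP arrays above both control IgG arrays, 812 had an unadjusted p under 0.05 and 225 (21.4%) were called higher by limma. The receptor probe sets had a median ratio of 1.03 and 0 of 1198 were in the top 5%. Without control IgG replicate 2 the 95th percentile was 3.97, and with quantile normalization it was 1.34.

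**Figure D1:**
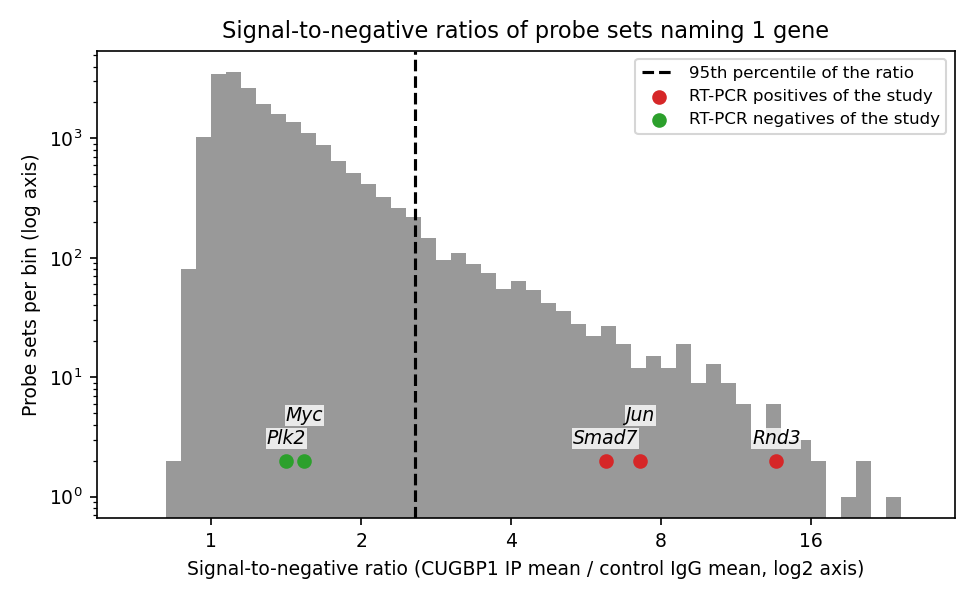
Histogram of signal-to-negative ratios (log2 axis) over the 21044 probe sets that name 1 gene, with the number of probe sets per bin on a log axis, and the dashed line at the 95th percentile, 2.57. Points at an arbitrary height mark some of the transcripts the study assayed by RT-PCR, with *Smad7*, *Jun* and *Rnd3* right of the line and *Myc* and *Plk2* left of it.

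The largest rise was that of *Utp4* (probe set 10575102), which acts in processing of the small ribosomal subunit RNA. It read 37.7 ± 24.0 in the CUGBP1 IP and 1.64 ± 0.636 in control IgG (mean ± SD, n = 2 arrays each), a log2 difference of 4.42 (SE 1.17, limma adjusted p = 0.0241). *Txndc9*, a thioredoxin domain protein (probe set 10396064), rose from 2.06 ± 0.884 to 42.7 ± 13.5 and *St3gal4*, a sialyltransferase (probe set 10592084), from 1.48 ± 0.354 to 30.2 ± 14.3. Their limma adjusted p-values were 0.0373 and 0.0208. *Tubb5*, a beta-tubulin, was the brightest of this group, with 153 ± 44.2 in the CUGBP1 IP and 10.8 ± 7.75 in control IgG. The remaining genes among the 12 were the citrate carrier gene *Slc25a1* (ratio 16.1), *Fbxo5*, *Etfrf1* (14.4), the serine transporter gene *Sfxn3* (13.7), *Rnd3*, *Shisa5* (12.8), *Nipsnap2* (12.7) and *Meaf6*, a subunit of histone acetyltransferase complexes (12.1). Among these 12 the limma adjusted p ranged from 0.0208 for *St3gal4* to 0.0492 for *Rnd3*, and 375 genes met the same conditions. With an offset of 1 before log2, *Slc25a1*, *Sfxn3* and *Rnd3* missed the threshold (limma adjusted p = 0.0508, 0.0523 and 0.0530).

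A first check on the comparison is given by transcripts that the study had assayed one at a time, which are not independent of these cells. *Rnd3* read 26.7 ± 0.240 in the CUGBP1 IP and 1.96 ± 0.601 in control IgG, and rose (log2 3.81, SE 1.16, limma adjusted p = 0.0492). *Smad7*, an inhibitor of TGF-beta signalling, rose from 1.49 ± 0.368 to 9.23 ± 1.14 (log2 2.65, SE 0.76, limma adjusted p = 0.0373). *Jun*, a subunit of the AP-1 transcription factor, read 15.1 ± 5.29 against 2.08 ± 0.785 (ratio 7.27), and missed the threshold (limma adjusted p = 0.0831). All 3 of these RT-PCR positives were in the top 5% (Fisher's exact test, adjusted p = 0.000310), 2 were called and 3 passed when adjusted over the list alone. *Myc*, a transcription factor of growth, read 2.89 ± 0.693 against 1.88 ± 0.707 (ratio 1.54, limma adjusted p = 0.270), and the kinase transcript *Plk2* 2.81 ± 0.438 against 1.99 ± 0.658 (ratio 1.42, limma adjusted p = 0.358). Neither of these RT-PCR negatives was in the top 5%. limma called 0 of the 2, with 0 at an unadjusted p under 0.05 and 0 adjusted over the list alone, and camera gave an adjusted p of 0.746. The third negative, *Gapdh*, was not analysed here.

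Of the 5 transcripts followed after CUGBP1 knockdown, all were in the top 5%, 2 (*Rnd3* and *Smad7*) were called and 5 passed when adjusted over the list alone. *Myod1*, the muscle determination factor, read 21.0 ± 3.12 in the CUGBP1 IP and 2.54 ± 1.08 in control IgG (ratio 8.29, limma adjusted p = 0.0958). *Ppp1r15b*, a regulatory subunit of the phosphatase acting on eIF2 alpha, had a ratio of 4.69 (limma adjusted p = 0.0809) and 2.29 at its other probe set. *Runx3*, a Runt family transcription factor, had a ratio of 4.40 (limma adjusted p = 0.138). The transcript of CUGBP1 itself, *Celf1*, read 7.46 ± 0.615 against 1.88 ± 0.453, a ratio of 3.97 (limma adjusted p = 0.103). Its second, dimmer probe set had a ratio of 4.31 and was called (log2 2.11, limma adjusted p = 0.0365).

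**Figure D2:**
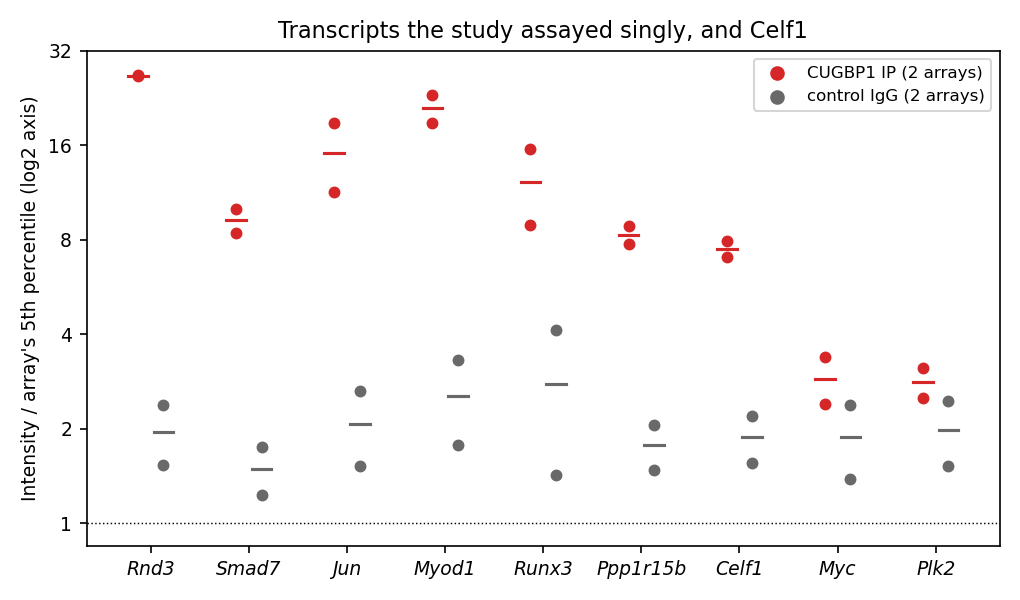
Intensity relative to the array's 5th percentile (log2 axis) of transcripts the study assayed singly and of *Celf1*, with 1 point per array and lines at the means of 2 arrays. *Rnd3* read 26.7 in the CUGBP1 IP and 1.96 in control IgG, while the groups of *Myc* and *Plk2* lie close together, with means of 2.89 against 1.88 and 2.81 against 1.99.

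Gene lists were compared next. The median log2 difference over all genes was 0.29, and it was 0.01 with arrays scaled to their medians, -0.01 with quantile normalization and 0.12 with scaling to genes of other tissues, so list medians are given relative to all genes. Quantile normalization changed these relative medians as well, while the other scalings did not. camera called 11 of the 28 lists higher and 3 lower. All 14 calls are lost when the correlation between genes is estimated, with an adjusted p = 0.921 with an estimated correlation for each of them and 0 lists at an unadjusted p under 0.05. The estimates ran from 0.30 for differentiated muscle markers to 0.99 for the RT-PCR negatives. They rest on 2 residual degrees of freedom, so this loss cannot tell calls that hold from calls that do not. fry called 0 lists, with 7 at an unadjusted p under 0.05. With an array left out, 1 array remains in its group, so the number of lists called is not firm. camera called more lists higher without either control IgG array, and fewer without either CUGBP1 IP array. Fisher's exact test found 17 lists over-represented in the top 5%, which held 965 of the 19452 genes (4.96%). Among genes brighter than the median probe set, a comparison added after the data were examined, RNA-binding proteins, the G1/S list and apoptosis were no longer over-represented (Fisher's exact test, adjusted p = 0.301, 0.407 and 0.301).

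Transcripts for mitosis, from the spindle to the kinetochore, were frequent among those with high ratios. Of 41 measured genes, 3 rose and 16 were in the top 5% (Fisher's exact test, adjusted p = 5.33e-10), and 21 were higher when adjusted over the list alone. The risen genes were *Fbxo5*, *Incenp*, which encodes a subunit of the chromosomal passenger complex (ratio 6.60, limma adjusted p = 0.0268), and *Nusap1*, a spindle protein (3.78, 0.0373). *Spc25*, a kinetochore component, had a ratio of 11.6 and missed the threshold (limma adjusted p = 0.0876). The list median was 0.83 above that of all genes and lay at percentile 98.9 of level-matched lists (100 when matched on control IgG alone). With quantile normalization it was 0.21 above that of all genes, at percentile 99.95 of level-matched lists. Over the scalings and arrays left out that percentile ran from 88.05, without control IgG replicate 2, to 99.95. camera called the list higher (adjusted p = 0.000167, and adjusted p = 0.921 with an estimated correlation). The study named cell cycle as a theme of these samples, so the list is not independent evidence. Of 38 genes of the G1/S transition and DNA replication, *Cdk6* rose (6.25, limma adjusted p = 0.0198), 7 were higher adjusted over the list alone and 6 were in the top 5% (Fisher's exact test, adjusted p = 0.0194), with camera at adjusted p = 0.0597. *Cdk4*, the kinase partner of D-type cyclins, was brighter and had a ratio of 1.67 (limma adjusted p = 0.507), with 4.12 against control IgG replicate 1 alone and 1.04 against control IgG replicate 2.

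Regulators of muscle differentiation were over-represented in the top 5%. Transcripts of mature muscle had 0 there, which decides little because most were not above background on all 4 arrays. The difference between these lists was not tested. Of 35 myogenic regulators, *Myog* rose from 1.25 ± 0.0849 to 9.26 ± 4.12 (log2 2.82, SE 0.69, limma adjusted p = 0.0170), 12 were higher adjusted over the list alone and 7 were in the top 5% (Fisher's exact test, adjusted p = 0.00309). camera called this list higher (adjusted p = 0.0198, and adjusted p = 0.921 with an estimated correlation). Its median lay at percentile 95.7 of level-matched lists (99.7 when matched on control IgG alone). That percentile ran from 80.9 to 98.55 over the scalings and arrays left out. The study named *Myog* and *Myod1* of this list from these samples, so the list is not fully independent evidence. Of 34 markers of differentiated muscle, which proliferating myoblasts make little of, *Actc1*, cardiac alpha-actin, rose (ratio 2.53, limma adjusted p = 0.0208, and 0.106 with quantile normalization). In that list 1 was higher adjusted over the list alone and 0 were in the top 5% (Fisher's exact test, adjusted p = 0.483). Only 7 of them were above background on all 4 arrays, and *Des*, the brightest uncalled one, encoding desmin, had a ratio of 1.80 (limma adjusted p = 0.473). Their median was -0.04 relative to all genes (0.01 with quantile normalization) although camera's direction was upward (adjusted p = 0.422). All 10 measured transcripts that the study named as bound by CUGBP1 and linked to myogenesis were in the top 5% (Fisher's exact test, adjusted p = 2.42e-12). Of these, *Rnd3*, *Myog* and *Smad7* rose, 9 were higher adjusted over the list alone, and camera gave an adjusted p of 0.000681 (adjusted p = 0.921 with an estimated correlation). *Cd9*, a tetraspanin, was the brightest uncalled one (ratio 5.92, limma adjusted p = 0.162). *Eif4e* counts by its brightest probe set, and its 3 probe sets had ratios from 1.33 to 3.80. That list was chosen by the study on these samples and is not independent evidence.

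The lists of growth, TGF-beta and death signalling had few called members. Of 37 immediate early and growth response genes, *Sgk1*, a serum-induced kinase, rose (ratio 6.43, limma adjusted p = 0.0208), 13 were higher adjusted over the list alone and 8 were in the top 5% (Fisher's exact test, adjusted p = 0.000888). *Jund* was the brightest uncalled one, with 41.9 ± 0.764 against 4.85 ± 2.96 (limma adjusted p = 0.124). Of 27 TGF-beta and SMAD genes, *Smad7* and the activin receptor gene *Acvr2a* (4.78, limma adjusted p = 0.0377) rose, 13 were higher adjusted over the list alone and 3 were in the top 5% (Fisher's exact test, adjusted p = 0.218). *Tgfb1*, the ligand, had a ratio of 1.80 (limma adjusted p = 0.421). Of 31 apoptosis genes, *Cflar* (4.01, limma adjusted p = 0.0314, and 2.19 at its lowest probe set) and *Bcl2l1* (3.19, 0.0268), which both encode proteins that restrain cell death, rose. In that list 11 were higher adjusted over the list alone and 5 were in the top 5% (Fisher's exact test, adjusted p = 0.0284), and *Bnip3l* had a ratio of 2.40 (limma adjusted p = 0.320). The study named apoptosis as a theme of these samples, so that list is not independent evidence. camera called all 3 lists higher, with adjusted p-values of 0.00749, 0.0168 and 0.0116, and adjusted p = 0.921 with an estimated correlation. With quantile normalization these were 0.0752, 0.293 and 0.103, and among genes brighter than the median probe set 0.145, 0.250 and 0.128. The medians of the 3 lists lay at percentiles 57.35, 81.27 and 84.09 of level-matched lists (85.16, 97.25 and 96.38 when matched on control IgG alone). EDEN-BP is the *Xenopus* homolog of CUGBP1, and all 7 of its substrates that the study named were in the top 5% (Fisher's exact test, adjusted p = 6.76e-09). limma called 0 of them, with 6 at an unadjusted p under 0.05 and 6 adjusted over the list alone, and camera gave an adjusted p of 0.00688 (adjusted p = 0.921 with an estimated correlation). The study named them because they were found in these samples, so they are not independent evidence. *Npm1*, nucleophosmin, had the highest mean log2 value (ratio 3.63, limma adjusted p = 0.244). *Bub3*, a spindle checkpoint gene chosen after its values were seen, read 43.1 ± 14.8 against 2.96 ± 2.02 (ratio 14.6, limma adjusted p = 0.0637). Its values in control IgG replicates 1 and 2 were 1.53 and 4.39, so that ratio depends on the control array.

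Transcripts for the secretory pathway were frequent in the top 5% but were rarely called. These themes came from the study's own reading of these samples and are not independent evidence. Of 32 measured genes of translocation and folding in the endoplasmic reticulum, 11 were in the top 5% (Fisher's exact test, adjusted p = 9.74e-07), and limma called 0, with 6 at an unadjusted p under 0.05 and 0 adjusted over the list alone. *P4hb*, protein disulfide isomerase, read 36.9 ± 7.67 against 6.83 ± 3.97 (limma adjusted p = 0.180). Of 5 signal recognition particle genes, 4 were in the top 5% (Fisher's exact test, adjusted p = 8.10e-05), and limma called 0, with 3 at an unadjusted p under 0.05 and 1 adjusted over the list alone. The brightest, *Srp9*, had a ratio of 2.67 (limma adjusted p = 0.332). *Srp9* and *Srp19* (2.62) were below the 3 fold at which the study's class began, and *Srp68* (3.37) and *Srp72* (3.59) were above it. camera called neither list (adjusted p = 0.494 and 0.422), and their medians lay at percentiles 62.8 and 74.1 of level-matched lists, but at 94.9 and 94.1 when matched on control IgG alone. Over the scalings and arrays left out, the first measure ran from 17.4 to 80.9 and from 68.7 to 83.5.

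Of 47 vesicle coat and SNARE genes, the syntaxin gene *Stx12* (4.29, limma adjusted p = 0.0295) and *Sec23b*, a COPII coat component (3.37, 0.0238), rose, 5 were higher adjusted over the list alone and 15 were in the top 5% (Fisher's exact test, adjusted p = 2.30e-08). *Ap3s1*, an adaptor complex subunit, was far brighter, with 108 ± 15.1 against 14.4 ± 7.57 (limma adjusted p = 0.0996). camera called this list higher (adjusted p = 0.00595, and adjusted p = 0.921 with an estimated correlation), but not among genes brighter than the median probe set (adjusted p = 0.145). Its median lay at percentile 78.33 of level-matched lists (97.38 when matched on control IgG alone). Of 38 small GTPases of vesicle traffic, *Rab2b* rose (1.94, limma adjusted p = 0.0481, and 0.197 with quantile normalization), 2 were higher adjusted over the list alone and 10 were in the top 5% (Fisher's exact test, adjusted p = 3.56e-05). *Arf1* had a ratio of 2.60 (limma adjusted p = 0.340). camera gave an adjusted p of 0.287 for this list.

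Among telomere and RNA metabolism genes, the telomere-capping shelterin complex had 3 risen members of 7. These were *Terf1* (ratio 8.69, limma adjusted p = 0.0277), *Pot1a* (6.26, 0.00742) and *Terf2* (5.90, 0.0180), which encode DNA-binding subunits, and the study had singled out the same genes in these samples. *Pot1b*, a DNA-binding subunit chosen after its values were seen, was not called (limma adjusted p = 0.139, with every value but that of CUGBP1 IP replicate 1 in background). The brightest uncalled member, *Acd*, had a ratio of 1.42 (limma adjusted p = 0.304). Within the list 5 were higher adjusted over the list alone and 3 were in the top 5% (Fisher's exact test, adjusted p = 0.00733), and camera called it higher (adjusted p = 0.000714, and adjusted p = 0.921 with an estimated correlation). Its median lay at percentile 43.2 of level-matched lists, but at 98.0 when matched on control IgG alone, 99.7 with quantile normalization and 27.4 without control IgG replicate 2. The study also named RNA-binding proteins and RNA processing from these samples, so the next lists on these are not independent evidence. Of 29 RNA-binding proteins of mRNA stability and translation, the CUGBP1 paralog *Celf2* rose (4.64, limma adjusted p = 0.0392) but had a ratio of 1.07 at its other probe set. In that list 2 were higher adjusted over the list alone and 5 were in the top 5% (Fisher's exact test, adjusted p = 0.0229), with camera at adjusted p = 0.0658, and *Pabpc1*, the abundant poly(A)-binding protein, had a ratio of 1.68 (limma adjusted p = 0.256), with 3.56 against control IgG replicate 1 alone and 1.10 against control IgG replicate 2. Of 33 splicing factors, 13 were in the top 5% (Fisher's exact test, adjusted p = 1.62e-08), and limma called 0, with 8 at an unadjusted p under 0.05 and 2 adjusted over the list alone. camera gave this list an adjusted p of 0.326, and *Srsf3* had ratios from 1.39 to 3.54 over its probe sets (limma adjusted p = 0.268 at the brightest). Of 31 deadenylation and decay genes, *Parn*, the deadenylase that CUGBP1 recruits, rose at least 2.60-fold (limma adjusted p = 0.00742), with both control IgG values in background. There 2 were higher adjusted over the list alone and 2 were in the top 5% (Fisher's exact test, adjusted p = 0.746), with camera at adjusted p = 0.10, and *Btg1* had a ratio of 2.51 (limma adjusted p = 0.374).

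Transcripts of cytosolic ribosomal proteins and oxidative phosphorylation had low ratios for their brightness. The medians of histones and glycolysis lay at percentiles 1.12 and 4.68 of level-matched lists. Over the scalings and arrays left out these ran from 0 to 41.2 and from 4.40 to 79.6, so a low ratio was less steady there. Of 54 cytosolic ribosomal protein genes 0 were in the top 5% (Fisher's exact test, adjusted p = 0.177), and limma called 0, with 3 at an unadjusted p under 0.05 and 0 adjusted over the list alone. Compared only with genes brighter than the median probe set, these genes were under-represented there (Fisher's exact test, adjusted p = 0.0126). Their median log2 difference was 0.76, where level-matched lists had 1.40, and lay at percentile 0.0 of those lists. Of 64 nuclear-encoded oxidative phosphorylation genes 5 were in the top 5% (Fisher's exact test, adjusted p = 0.317), and limma called 0, with 5 at an unadjusted p under 0.05 and 0 adjusted over the list alone. Their median of 0.79 also lay at percentile 0.0, where level-matched lists had 1.16. *Atp5g2*, an ATP synthase subunit, stood out with 123 ± 28.5 against 13.5 ± 11.3 (ratio 9.11, limma adjusted p = 0.0685). Of 22 replication-dependent histone genes 1 was in the top 5% (Fisher's exact test, adjusted p = 1.0), and limma called 0, with 4 at an unadjusted p under 0.05 and 0 adjusted over the list alone, and *H4c14* read 23.2 ± 9.53 against 17.0 ± 18.1 (ratio 1.37, limma adjusted p = 0.536), with a ratio of 5.53 against control IgG replicate 1 alone and 0.779 against control IgG replicate 2. camera placed these 3 lists below the other genes (adjusted p = 0.00688, 0.0355 and 0.0446, and adjusted p = 0.921 with an estimated correlation), although their medians were 0.47, 0.50 and 0.44 above that of all genes. camera's direction turned upward with arrays scaled to their medians (adjusted p = 0.0224, 0.0128 and 0.927) and without control IgG replicate 2 (0.0376, 0.000295 and 0.0413). Scaling to medians moves all genes alike and leaves these medians relative to all genes at 0.47, 0.50 and 0.44, so the turn under it is not a change of these lists against other genes. With quantile normalization the medians were -0.36, -0.50 and -0.40 relative to all genes, and camera kept the 3 lists lower (adjusted p = 3.05e-06, 3.67e-10 and 0.000143). It also kept them lower among genes brighter than the median probe set (adjusted p = 4.94e-18, 1.27e-08 and 1.58e-06). Of 17 glycolysis genes 2 were in the top 5% (Fisher's exact test, adjusted p = 0.287), and limma called 0, with 5 at an unadjusted p under 0.05 and 0 adjusted over the list alone (camera adjusted p = 0.895). *Hk1* had a limma adjusted p of 0.607 at its brighter probe set.

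Of 2 mitochondrially encoded transcripts, *COX2*, a cytochrome oxidase subunit, had a ratio of 1.43 (limma adjusted p = 0.606), and 0 were in the top 5% (Fisher's exact test, adjusted p = 1.0; camera adjusted p = 0.436). limma called 0 of them, with 0 at an unadjusted p under 0.05 and 0 adjusted over the list alone. Of 5 nuclear-retained and non-coding RNAs 1 was in the top 5% (Fisher's exact test, adjusted p = 0.30; camera adjusted p = 0.725), and limma called 0, with 1 at an unadjusted p under 0.05 and 1 adjusted over the list alone. *Rmrp*, the RNA of RNase MRP, had a ratio of 2.04 (limma adjusted p = 0.329), with 7.76 against control IgG replicate 1 alone and 1.17 against control IgG replicate 2. Of 34 genes of tissues other than muscle 0 were in the top 5% (Fisher's exact test, adjusted p = 0.483; camera adjusted p = 0.360), and limma called 0, with 6 at an unadjusted p under 0.05 and 0 adjusted over the list alone. Only 2 of them were above background on all 4 arrays, and the brightest, the keratin gene *Krt14*, had a ratio of 1.21 (limma adjusted p = 0.450).

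**Figure D3:**
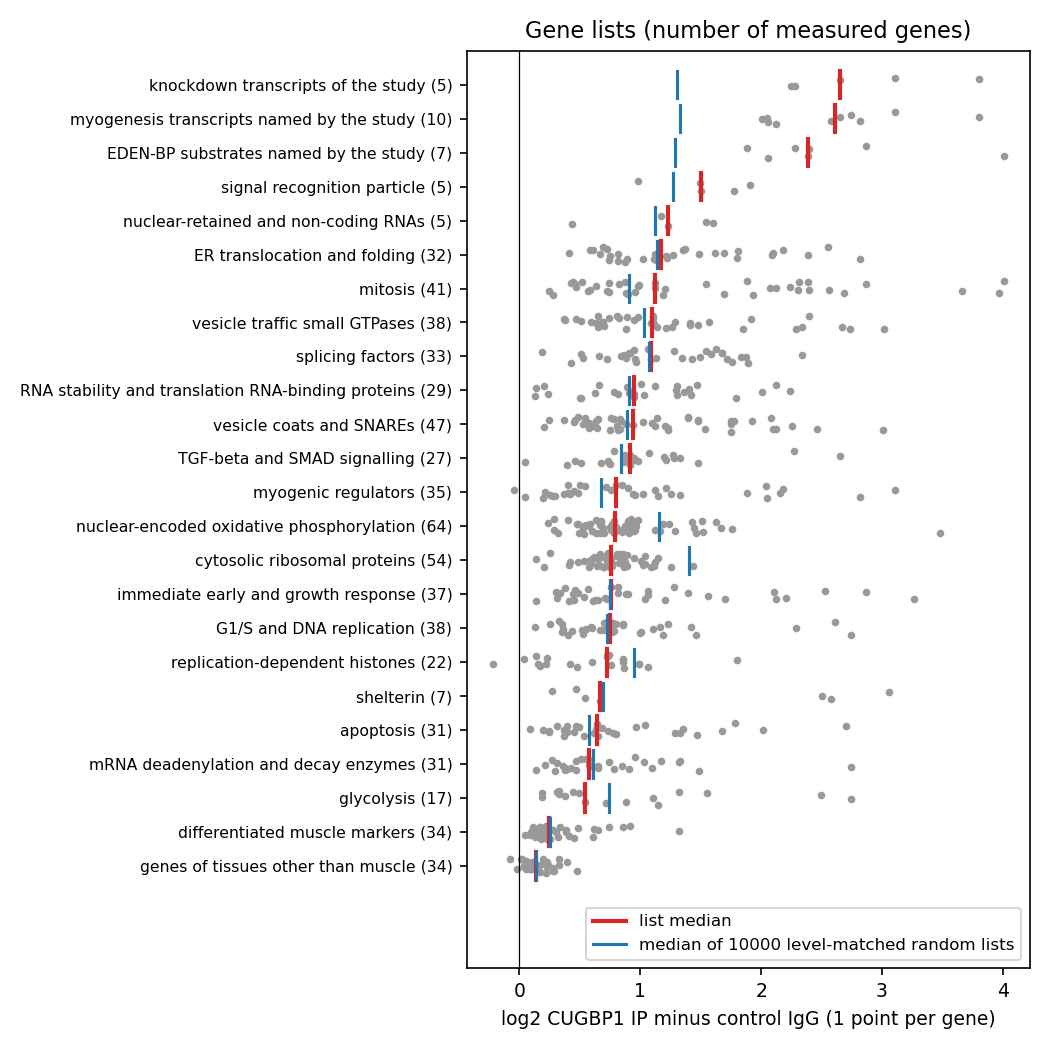
Log2 difference between CUGBP1 IP and control IgG for each measured gene of the reported lists with 5 or more measured genes (grey points), with the list median (red) and the median of 10000 level-matched random lists (blue). The median of mitosis lies right of its matched lists (percentile 98.9), and those of ribosomal proteins (0.76 against 1.40) and oxidative phosphorylation (0.79 against 1.16) lie left of theirs.

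The 29 probe sets called lower in the CUGBP1 IP were all dim. All 4 of their values were in the background range in each case, and 15 belonged to olfactory or vomeronasal receptor genes. The 6 named by the rule were the vomeronasal receptor genes *Vmn1r172* (limma adjusted p = 0.000320) and *Vmn2r70* (0.00853), *Gm9805* (7.38e-07), the olfactory receptor gene *Olfr888* (0.0142), *Fbxw24* (0.00742) and the non-coding RNA *Dleu2* (8.55e-05). No fold or log2 difference is given for them because both groups were in background. All 6 lost their call with quantile normalization, and all but *Vmn2r70* with median scaling, but their differences stayed negative, so the lost calls do not show that the falls went away. Scaling to genes of other tissues gave 612 lower calls, of which 591 had all 4 values in background. Median scaling gave 51 lower calls, of which only 11 had all 4 values in background and 1 was above background on all 4 arrays. With quantile normalization 9 of the 12 lower calls were above background on all 4 arrays. Over the 7727 probe sets above background on all 4 arrays the median log2 difference was 0.73, and 185 of them were called higher by limma.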

Values the study reported

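The study designated the top 5% of transcripts by signal-to-negative ratio, 881 mRNAs, as associated with CUGBP1. It gave their enrichment in the CUGBP1 immunoprecipitate over the control as 3 to 23 fold. For the transcripts followed in CUGBP1 knockdown cells, *Ppp1r15b*, *Rnd3*, *Smad7*, *Myod1* and *Runx3*, it reported an enrichment between 4.4 and 13.7 fold.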

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

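The tests of the shared background floor, of the dim control IgG array and of the lower calls were chosen only after the results were seen.

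Signal appeared among probe sets outside the comparison. Of 2639 probe sets with no gene name, 100 (3.79%) had a signal-to-negative ratio above the 95th percentile of the named ones, with a highest ratio of 20.6. When all probe sets were tested together, limma called 40 of these 2639 higher and 8 lower. Of 1492 probe sets that name several genes, 71 (4.76%) were above that percentile, with a highest ratio of 12.3, and 14 were called higher and 0 lower, where over all probe sets 7004 had an unadjusted p under 0.05. No biological explanation was tested for them.

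Most bright probe sets had more signal in the CUGBP1 IP than in control IgG, with a median log2 difference of 0.73 over the 7727 above background on all arrays. One factor per array above a shared floor would give probe sets of equal brightness the same ratio, but within these 7727 the top 5% (387 probe sets) of independent pairs of arrays shared 3.51 and 3.76 times as many probe sets as brightness-matched lists, which argues against that factor as the whole cause among them. Over all tested probe sets, dim ones included, the sharing was 1.91 and 2.30 times that of matched lists, and the lower value is under the bound of 2, so nothing is excluded there. Among the 7727 probe sets above background, Spearman's rho between those pairs was 0.310 and 0.665. The lower passed the bound of 0.3 set beforehand by 0.00971, less than its sampling spread of 0.0114. Without that allowance for sampling, which was added after the value was seen, the bound would exclude a single factor, but the bound itself was too weak, since a shared floor alone makes the ratio depend on brightness and gives a positive rho, so a plain difference in labelled RNA stays open as part of the cause. The dim control IgG replicate 1 may add to the shift: against control IgG replicate 2 alone the median was 0.40, more than the CUGBP1 IP replicates differed (0.33) but less than the control IgG replicates did (0.57), and a bound first set on the CUGBP1 IP replicates alone, which would exclude this, was widened to both groups after the value was seen; binding by CUGBP1, the difference the design names, stays open and untested.

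*Xist*, a nuclear RNA chosen after its values were seen, read 13.2 ± 3.39 in the CUGBP1 IP and 1.17 ± 0.240 in control IgG (ratio 11.3, limma adjusted p = 0.00888). The test took it that nuclear RNA carried into the lysate could raise the other nuclear-retained and non-coding RNAs as well. Its bound was a rise of at least 1.74, which is 50% of the log2 difference of *Xist* (3.49, SE 0.79). Their median was 1.23 over 5 RNAs, below that bound by less than the SE of *Xist*. The test cannot decide between carry-over of nuclear RNA and association with CUGBP1 for *Xist*. Both antibodies were incubated with lysate made in the same way, so RNA carried into it was offered to both. Carry-over alone would then not set the ratio, and the RNAs compared were few. No conclusion is drawn.

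Of the 29 lower calls, 100% had all 4 values within the range of the receptor probe sets. Whether they come from values at the floor of the arrays stays open. These values had been seen before the test was chosen, so they cannot decide it. A loss of transcript from the CUGBP1 IP was not tested for them.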

How the results depend on the processing

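Settings limited to probe sets above background, and the list tests among brighter genes, were chosen only after the results were seen. Values as deposited gave the same results, since each array's 5th percentile was already 1.00. No named gene turned its called direction in any setting. Of 68 named genes, 37 lost their call without the intensity trend and with each array left out, where the lone array is assumed to vary like the other group. The log2 differences without the trend are the same. Calls were also lost with quantile normalization (9 genes, while 6 gained one), median scaling (5 lost, 3 gained), the offset (3 lost) and the brightness filter (1 lost, 4 gained). Signal over background limits the test: 6589 probe sets (31.3%) were in background on all 4 arrays. The 3′UTR tests and their alternatives were not run.

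Higher calls by limma, 411 in the report, were 1477 with median scaling and 1473 with scaling to genes of other tissues. They were 763 with an offset of 1 and 0 without the intensity trend (4757 higher at an unadjusted p under 0.05). Limited to probe sets above background they were 270, where the report had 185 of the same probe sets. Of the 411, median scaling kept 372, quantile normalization 241 and the offset 406. Lower calls, 29 in the report, were 51 with median scaling, 12 with quantile normalization, 612 with scaling to genes of other tissues, 44 over all probe sets, 0 among probe sets brighter than the median (0 lower at an unadjusted p under 0.05), 0 above background (0), 0 without the intensity trend (0) and 0 to 0 with an array left out (63 to 189). The 95th percentile of the ratio, 2.57 in the report, was 1.34 with quantile normalization, 4.01 above background and 2.12 to 3.97 with an array left out. The top 5% shared 775 of 1053 probe sets with quantile normalization and 786 without control IgG replicate 2. Of the top 5%, 442 passed limma with median scaling, 431 with quantile normalization and 0 to 0 with an array left out. Lists that camera called higher, 11 in the report, were 21 with median scaling, 7 among brighter genes, 0 to 23 with an array left out, 0 with an estimated correlation (0 at an unadjusted p under 0.05) and 0 by fry (7). Lists called lower, 3 in the report, were 1 with median scaling, 0 to 3 with an array left out, 0 with an estimated correlation (0 at an unadjusted p under 0.05) and 0 by fry (0). The lists of ribosomal proteins, oxidative phosphorylation and histones turned upward with median scaling (adjusted p = 0.0224, 0.0128 and 0.927), without control IgG replicate 2 (0.0376, 0.000295 and 0.0413) and by fry (0.486, 0.350 and 0.336), which does not compare a list with other genes. Median scaling moves all genes alike, and the medians of these lists relative to all genes stayed at 0.47, 0.50 and 0.44. camera kept the 3 lists lower with quantile normalization (adjusted p = 3.05e-06, 3.67e-10 and 0.000143) and among brighter genes (adjusted p = 4.94e-18, 1.27e-08 and 1.58e-06). With an array left out their adjusted p, over both directions, ranged from 1.07e-08 to 0.0447, 0.000295 to 0.00303 and 5.25e-05 to 0.0804. The lowest of oxidative phosphorylation is an upward result, and its downward ones began at 0.000570. The cause was not tested. The percentile among level-matched lists ranged from 88.1 to 99.9 for mitosis and from 0.0 to 0.0 for ribosomal proteins and for oxidative phosphorylation over the scalings and arrays left out. It moved by over 50 in 10 of the 28 lists, most for differentiated muscle markers (0.35 to 99.2), small GTPases of vesicle traffic (8.75 to 86.4), deadenylation and decay (8.35 to 84.0) and glycolysis (4.40 to 79.6).

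With the replicate number as a replicate block, limma called 11809 probe sets higher, among them 410 of the 411, 13 named genes gained a call, and camera gained the call of 3 lists and lost that of 1. The deviations of same-numbered arrays correlated at 0.639, but 2 pairs do not establish that the numbers pair the samples.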

Other observations

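The comparison of array pairs, of probe sets of the same gene and of RNA classes was chosen only after the results were seen. The top 5% was almost wholly made of protein-coding transcripts: 1044 of its 1053 probe sets, or 5.21% of the protein-coding probe sets tested, against 7 of the long non-coding RNAs (1.08%). Most tested probe sets outside the top 5% were protein-coding as well, 18980 of them. *Malat1*, a nuclear long non-coding RNA, had a ratio of 2.85 (limma adjusted p = 0.335), *Gas5* 2.34 (0.340) and *Tug1* 2.11 (0.186). *Meg3* read 1.37 and 1.5 in the CUGBP1 IP (limma adjusted p = 0.0963), with both control IgG values in background.

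Genes with several probe sets often had only some of them in the top 5%. Of 122 such genes with at least 1 probe set in that class, 51 (41.8%) had all of theirs in it. In genes chosen after their values were seen, the lowest and highest ratios were 1.11 and 5.39 for *Kansl1*, a subunit of a histone acetyltransferase complex, 1.51 and 6.06 for the recycling endosome GTPase *Rab11b*, and 1.07 and 3.95 for *Rbpj*, the DNA-binding factor of Notch signalling.

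The size of the ratio differed with the control array. The 95th percentile of the ratio was 3.30 and 4.68 for the CUGBP1 IP arrays against control IgG replicate 1, and 1.91 and 2.34 against control IgG replicate 2. Independent pairs of arrays with equal numbers shared 729 of their 1053 top 5% probe sets, and the crossed pairs shared 585, where lists matched on brightness gave 317 and 306.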
